# Siponimod Modulates the Reaction of Microglial Cells to Pro-Inflammatory Stimulation

**DOI:** 10.3390/ijms232113278

**Published:** 2022-10-31

**Authors:** Joel Gruchot, Ferdinand Lein, Isabel Lewen, Laura Reiche, Vivien Weyers, Patrick Petzsch, Peter Göttle, Karl Köhrer, Hans-Peter Hartung, Patrick Küry, David Kremer

**Keywords:** sphingosine 1-phosphate receptor signalling, multiple sclerosis, neurodegeneration, modulation, polarization

## Abstract

Siponimod (Mayzent^®^), a sphingosine 1-phosphate receptor (S1PR) modulator which prevents lymphocyte egress from lymphoid tissues, is approved for the treatment of relapsing-remitting and active secondary progressive multiple sclerosis. It can cross the blood–brain barrier (BBB) and selectively binds to S1PR1 and S1PR5 expressed by several cell populations of the central nervous system (CNS) including microglia. In multiple sclerosis, microglia are a key CNS cell population moving back and forth in a continuum of beneficial and deleterious states. On the one hand, they can contribute to neurorepair by clearing myelin debris, which is a prerequisite for remyelination and neuroprotection. On the other hand, they also participate in autoimmune inflammation and axonal degeneration by producing pro-inflammatory cytokines and molecules. In this study, we demonstrate that siponimod can modulate the microglial reaction to lipopolysaccharide-induced pro-inflammatory activation.

## 1. Introduction

Myelin sheaths in the human central nervous system (CNS) stabilize, trophically support and electrically insulate axons but are destroyed in demyelinating diseases such as multiple sclerosis (MS). As a result, saltatory signal conduction is interrupted and axonal damage occurs manifesting itself in various clinical symptoms [1]. Siponimod (BAF312), an orally administered sphingosine-1-phophate receptor (S1PR) modulator binding selectively to S1PR1 and S1PR5, reduces relapse rate and inflammatory disease activity in relapsing remitting MS (RRMS) [2]. In addition, it was shown to slow down disease progression and brain atrophy in secondary progressive MS (SPMS) [3] pointing to potential anti-neurodegenerative properties. Furthermore, several studies have demonstrated that siponimod reduces myelin loss in organotypic slice cultures [4] and prevents synaptic loss in the MS animal model myelin oligodendrocyte glycoprotein-induced experimental autoimmune encephalitis (MOG-EAE) [5]. While the exact underlying mechanisms are still unclear, microglia (MG) might be highly relevant in this context [6]. MG are glial cells in the CNS, play a key role in MS-associated inflammatory processes [7] and express both S1PR1 and S1PR5 [8]. While they can adopt an anti-inflammatory phenotype in which they clear myelin debris and promote regeneration, i.e., exert neuroprotective effects [8,9], they are also able to produce pro-inflammatory cytokines in response to MS-related CNS injury [10,11]. Thereby the inflammatory process is upheld by cytokine-mediated activation of other immune cells ultimately leading to myelin destruction and subsequent neurodegeneration. Of note, MG can switch back and forth between pro- and anti-inflammatory phenotypes based on the underlying disease pathology—a process called polarization. Taken together, it is therefore conceivable that via a modulation of MG polarization siponimod could potentially exert effects on ongoing neurodegenerative processes in MS.

## 2. Results

### 2.1. Siponimod Modulates Microglial Morphology and Actin Filament Organization

In order to better understand the effects of siponimod on brain-resident cells in the context of MS, we investigated whether siponimod can modulate the behaviour of primary rat microglia in an inflammatory milieu. To this end, we used lipopolysaccharide (LPS) as a pro-inflammatory cue. We stimulated cultured primary rat microglia with either 10/50 µM siponimod or 100 ng/mL LPS and compared their reaction to a simultaneous stimulation with both reagents. As respective controls, we used DMSO for siponimod and ddH_2_O for LPS, either alone or in combination (Figure 1). With regard to the seemingly high siponimod concentrations used in our experiments performed in 10% foetal calf serum-containing medium, several studies have demonstrated > 99.9% protein binding for siponimod [12]. Moreover, other studies have shown that the 10 and 50 µM (total) drug concentrations used by us are indeed observed in the CNS of EAE-mice receiving efficacious treatment with siponimod [13]. In greater detail, Bigaud and colleagues showed that feeding mice with a diet containing 100 mg per kg pellet results in total brain siponimod levels exceeding 10 µM. Using Iba1 staining for visualization we found that LPS stimulation increases the number of microglia (Figure 1A,B blue bars) compared to control stimulated cells (Figure 1B white bars). At the higher concentration of 50 µM but not at 10 µM, siponimod treatment (Figure 1B green bars) also resulted in an increase in cell number compared to control cells (Figure 1B white bars). However, co-stimulation with LPS (Figure 1B red bars) resulted in a significant cell number reduction compared to LPS-stimulated cells (Figure 1B blue bars).

It has been well-described previously that activated microglia change their morphology and cytoskeletal actin organization [14]. Therefore, we quantified the size of microglial cells, confirming that LPS induces microglia to significantly increase their mean cell area (Figure 1A,C blue bars) in comparison to control cells (Figure 1C white bars). At the higher concentration of 50 µM, siponimod alone slightly altered cell morphology in comparison to control cells (Figure 1C green bars). Most importantly, however, we observed that co-stimulation of microglia with siponimod at a concentration of 50 µM and LPS significantly reduced the LPS-induced increase in mean cell area (Figure 1C red bar).

In order to evaluate actin cytoskeleton organization, we used Alexa488 coupled phalloidin to specifically stain filamentous and non-filamentous forms of actin (Figure 1D). As expected, control cells displayed a homogenous distribution of mostly non-filamentous forms of actin. In contrast, LPS-stimulated microglia featured strong filamentous forms of actin. However, microglia stimulated with 50 µM siponimod alone no longer showed any filamentous actin at all and when co-stimulated with LPS the actin organization was again homogenously distributed and only very few cells showed filamentous actin.

### 2.2. Siponimod Modulates iNOS Protein Expression

Nitric oxide (NO) is a free radical found at high concentrations in inflammatory multiple sclerosis (MS) lesions. This is based on an increased expression of inducible form of nitric oxide synthase (iNOS) in cells such as microglia, myeloid cells and astrocytes. NO plays a role in the disruption of the blood–brain barrier (BBB), oligodendrocyte injury, demyelination, axonal degeneration, mitochondrial dysfunction and impairment of axonal conduction [15,16]. We therefore sought to investigate whether siponimod may also modulate iNOS expression (Figure 2). Using the same stimulation scheme as delineated above, we found that LPS alone lead to a significant increase in iNOS protein expression (Figure 2A blue columns, Figure 2B) in comparison to controls (Figure 2A white bars, Figure 2B). However, at both concentrations of 10 and 50 µM siponimod significantly reduced LPS-induced microglial iNOS expression at protein level (Figure 2A red columns, Figure 2B).

### 2.3. Siponimod Modulates Microglial Cytokine Gene Expression

Using the same stimulation scheme, we next investigated if siponimod also modulates microglial cyto- and chemokine gene expression patterns relevant in the course of MS (Figure 3). We found that in parallel to our morphology experiments (see Figure 1), LPS induced microglia to significantly increase the expression of the pro-inflammatory factors, tumor necrosis factor-α (Tnf/TNFα; Figure 3A blue bar) and interleukin-1β (Il1b/IL-1β; Figure 3E blue bar) in comparison to control cells (Figure 3A,E white bars). Siponimod at a concentration of 50 µM alone did not alter microglial gene expression in comparison to control cells (Figure 3A,E green bars). However, siponimod significantly reduced the LPS-induced increase in TNFα and IL-1β (Figure 3A,E red bars) which we corroborated at protein levels (Figure 3B,F red bars). Increased TNFα production can be found in active MS lesions, sera and the cerebrospinal fluid (CSF) of MS patients. It contributes to neuronal death as well as axonal damage and also correlates with the severity and progression of the disease [8,17,18,19]. IL-1β is a pro-inflammatory cytokine which induces excitotoxic neurodegeneration. In addition, there is an association between IL-1β CSF levels and disability progression in RRMS patients [20]. We also found that siponimod prevented an LPS-induced induction of interferon-β (Ifnb/IFNβ, Figure 2C red bar) and of interleukin-10 (Il10/IL-10, Figure 2D red bar) in comparison to control-stimulated cells. In addition, the secretion of IL-10 and IFNβ proteins was significantly decreased upon siponimod stimulation (Figure 3D,H red bars) compared to LPS alone (Figure 3D,H blue bars). IL-10 is a potent anti-inflammatory cytokine that is able to suppress the synthesis of pro-inflammatory cytokines such as IFNγ [21,22,23]. IFNβ possesses both pro- and anti-inflammatory properties and was the first substance to be used clinically as a drug against RRMS [24]. Of note, non-polarized microglial cells exhibited either very low or below-detection-limit levels of corresponding secreted cytokines.

### 2.4. Siponimod Modulates Immunological Signature in Pro-Inflammatory Triggered Microglial Cells

Since we found that siponimod exerted an anti-inflammatory effect on LPS-stimulated microglial cells, bulk RNA sequencing was performed to further describe the resulting microglial gene expression signature. Using the same scheme as described above, we compared the transcriptomes of cells stimulated with the combination of LPS and siponimod with cells stimulated with LPS alone. 

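For this comparison, primary rat microglia were shaken off mixed cortical cultures and purified with magnetic beads. They were stimulated with lipopolysaccharide (LPS, a component of the bacterial outer membrane that activates microglia) at 100 ng/mL. LPS was given together with 50 µM siponimod or, by the sample labels, with its solvent DMSO (called LPS here). In each condition 3 biological replicates were sequenced as polyA-selected mRNA. Unstimulated cells and cells treated with siponimod alone are not among the 6 libraries analysed here, so that each value compares LPS/siponimod with LPS. The deposited values are the total read counts per gene, without normalization, which the authors obtained in the CLC Genomics Workbench after trimming the reads and mapping them to the rat genome. How reads that match several genes were divided is not stated in the paper's text. Total counts were 39484979, 38301365 and 38080379 for LPS replicates 1, 2 and 3, and 46643859, 43336006 and 38857441 for LPS/siponimod replicates 1, 2 and 3. Of 23139 listed genes, between 14301 and 14977 had at least 1 count in an LPS library and between 14721 and 15381 in an LPS/siponimod library, and 6082 had no count in any library. No pair of replicates of a condition held the same values, and the correlation of their log CPM over genes ranged from 0.935 (LPS replicates 1 and 3) to 0.983 (LPS replicates 1 and 2). Counts were normalized by edgeR's TMM method, and genes with low counts were removed with edgeR's filterByExpr. The 11977 remaining genes were tested with edgeR's quasi-likelihood test, whose p-values were adjusted after Benjamini and Hochberg. This test did not pair same-numbered libraries, and a fit that did, with the replicate number as a block, was an alternative. The paper's text names its differential expression tool but gives no filter on low counts, and the choice of filter and test moves both the number of DEGs and the size of the adjusted p-values. Normalized counts are scaled to the library size (CPM) and given as mean ± SD of n = 3 libraries, and log2 fold changes (FC) are LPS/siponimod against LPS. With 3 libraries against 3, an exact permutation test on a single gene cannot go below p = 0.10. Each adjusted p-value therefore rests on the gene's own spread together with the spread that edgeR estimates across all genes.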

In order to assess significantly dysregulated genes, plotting the log_2_-fold-change (FC) against the log_10_-adjusted *p*-value (false discovery rate, FDR, Figure 4A) was performed. This resulted in the identification of Clec5a, Fst, Cd9, Clec4d, Cdkn1c and Cd34 as the genes most significantly upregulated in the presence of LPS and siponimod compared to LPS stimulation alone. Furthermore, Cxcl11, Angptl4, Cd38 and Fscn1 were identified as most significantly downregulated. 

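All 6 genes were higher with LPS/siponimod in each of the 3 pairs of same-numbered libraries. Clec5a, which encodes a C-type lectin receptor of myeloid cells, rose from 2.63 ± 1.18 CPM with LPS to 170 ± 13.5 CPM with LPS/siponimod (SD, n = 3 each), a log2 FC of 6.01 (standard error 0.39, adjusted p = 0.00241, edgeR quasi-likelihood test). Its raw counts were 97, 56 and 142 in the LPS libraries and 7193, 7719 and 7430 in the LPS/siponimod libraries. Clec4d, another C-type lectin receptor gene, rose from 1.52 ± 0.506 to 144 ± 39.6 CPM (log2 FC 6.57, standard error 0.39, quasi-likelihood adjusted p = 0.00241). For Fst, which encodes follistatin, 1, 2 and 9 reads were counted with LPS and 2479, 2983 and 4441 with LPS/siponimod (log2 FC 9.44, standard error 0.66, quasi-likelihood adjusted p = 0.00273). Cd9 increased from 7.51 ± 2.63 to 133 ± 30.3 CPM (log2 FC 4.15, standard error 0.33, quasi-likelihood adjusted p = 0.00326). Cdkn1c counts were 6, 2 and 14 with LPS against 2266, 1134 and 632 with LPS/siponimod (log2 FC 7.23, standard error 0.78, quasi-likelihood adjusted p = 0.00597). Cd34 had 0, 0 and 1 counts in the LPS libraries, which lies under the floor of 3 counts, and 181, 203 and 357 in the LPS/siponimod libraries, so that it was at least 71.6-fold higher (quasi-likelihood adjusted p = 0.00451). Ordered by the p-value of this test, Clec4d ranked 8, Clec5a 14, Fst 20, Cd9 40, Cd34 68 and Cdkn1c 125 among the genes with a positive log2 FC. All 6 stayed past the DEG thresholds in each of the 6 fits that left out 1 library.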

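Cxcl11, an interferon-inducible chemokine gene, fell from 161 ± 78.1 CPM with LPS to 8.87 ± 2.96 CPM with LPS/siponimod (SD, n = 3 each; log2 FC -4.19, standard error 0.47, adjusted p = 0.00636, edgeR quasi-likelihood test). Angptl4 had counts of 3935, 2571 and 2066 with LPS and 21, 122 and 28 with LPS/siponimod (log2 FC -5.88, standard error 0.77, quasi-likelihood adjusted p = 0.00733). The log2 FC of Cd38 was -4.02 (172 ± 60.9 against 10.6 ± 8.31 CPM, standard error 0.64, quasi-likelihood adjusted p = 0.0107). Fscn1, which encodes the actin-bundling protein fascin, was the most abundant of the 4 genes, with 1380 ± 367 CPM under LPS and 104 ± 77.2 CPM under LPS/siponimod (log2 FC -3.73, standard error 0.60, quasi-likelihood adjusted p = 0.0109). Among genes with a negative log2 FC, Cxcl11 ranked 11 by p-value, Angptl4 53, Cd38 186 and Fscn1 197. Without LPS/siponimod replicate 1 the adjusted p of Cd38 was 0.0558 by the same test, and without LPS replicate 2 that of Fscn1 was 0.0504, while Cxcl11 and Angptl4 remained DEGs in all 6 of these fits.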

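At an adjusted p of at most 0.05 and a fold change of at least 1.5, edgeR's quasi-likelihood test gave 3036 DEGs among the 11977 genes tested, of which 1633 were higher and 1403 lower with LPS/siponimod than with LPS. Each of the 3036 changed in the same direction in all 3 pairs of same-numbered libraries, as did 8481 of all genes tested. A change of at least 4-fold was fitted for 719 of the DEGs. The alternative that moved this number furthest left out LPS replicate 2 and gave 651 DEGs, and without LPS replicate 3 there were 3713. With the replicate number as a block, which pairs the libraries, there were 4074. The common biological coefficient of variation of the 6 libraries was 0.355. The 5 upregulated DEGs with the smallest p-values were Nr4a3 (log2 FC 6.15), Ranbp3l (8.03), Atf5 (2.83), Mthfd2 (2.18) and Usp54 (2.95), and the 5 downregulated ones were Plac8 (-2.79), Cox6c (-1.29), B3gnt7 (-2.38), Ubfd1 (-1.32) and AABR07015346.1 (-0.95), the last named in the files only by its clone.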

Using a fold-change difference of ±1.5 and adjusted *p*-value ≤ 0.05 to determine differentially expressed genes (DEGs) in the siponimod and LPS-treated group compared to the LPS alone group, we identified 3425 DEGs (Figure 4B), of which 1658 were significantly upregulated and 1767 were significantly downregulated. To further characterize this microglial signature, we performed gene enrichment analysis (GO Biol. Processes, Figure 4C,D), identifying “response to unfolded protein”, “response to endoplasmatic reticulum stress” and “response to starvation” as the most significant pathways related to upregulated DEGs. On the other hand, downregulated DEGs were enriched in “positive regulation of immune response”, “leukocyte activation”, “regulation of cytokine production” and “innate immune response”. This demonstrated that the immunological pathways activated by LPS in microglia were downregulated in response to siponimod. 

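The full gene membership of the paper's enriched terms is not listed in its text, so that hand-written lists of well-known members were tested with edgeR's camera. It asks whether a list is shifted in a common direction against the other genes. It was run at a preset correlation between genes of 0.01 and with adjustment over 25 lists. Of 37 tested genes of the unfolded protein response, 30 were higher with LPS/siponimod, with a median log2 FC of 0.82 (camera adjusted p = 1.06e-08). By pair of same-numbered libraries, the median was 0.81, 0.49 and 0.83. Over all genes 16 of the 37 were upregulated DEGs and 1 was a downregulated DEG, and adjusted over the list alone these numbers were 18 and 1. The smallest adjusted p-values belonged to Trib3 (log2 FC 4.76, standard error 0.31, quasi-likelihood adjusted p = 0.00241), Chac1 (3.56, standard error 0.26, 0.00295) and Atf4 (2.44, standard error 0.19, 0.00321). Atf4 counts were 5810, 4776 and 5944 with LPS and 40037, 30255 and 35271 with LPS/siponimod. The endoplasmic reticulum chaperone gene Calr went the other way (log2 FC -0.91, standard error 0.20, quasi-likelihood adjusted p = 0.0215). In the list for the response to starvation, 16 of 22 genes were higher, with a median log2 FC of 0.40 (camera adjusted p = 0.0197), 8 being upregulated and 1 downregulated DEGs (8 and 1 adjusted over the list alone). Sirt1 (log2 FC 1.45), Gabarapl1 (2.86) and Prkaa1 (0.79) led the rise, and Sesn3 fell by 1.74. Without LPS replicate 3 the camera adjusted p of the starvation list was 0.131, and without LPS/siponimod replicate 2 it was 0.0588. Across the lists, camera calls depended on the preset correlation. With the correlation estimated from the 6 libraries, the adjusted p was 0.313 for the unfolded protein response and 0.486 for starvation, and no list passed 0.05. Under fry, a rotation test, the unfolded protein response passed (adjusted p = 0.0054) and starvation did not (0.0557).

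**Figure D1:**
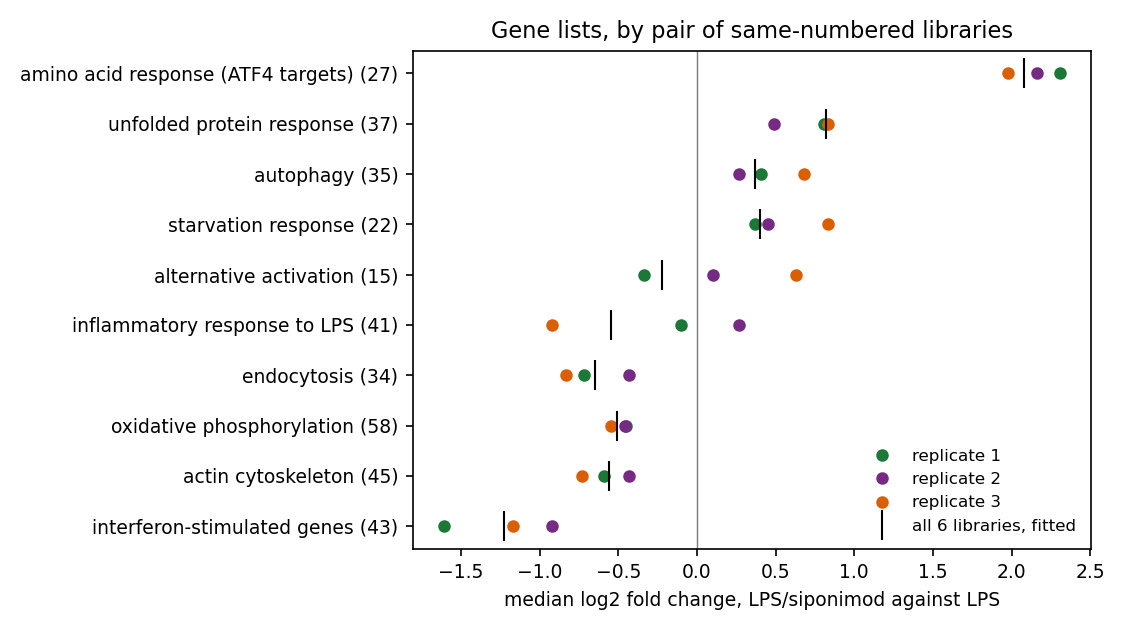
Median log2 FC of 10 gene lists (number of genes tested in brackets), LPS/siponimod against LPS. Coloured points are the medians within each pair of same-numbered libraries and the black bar is the median of the values fitted over all 6 libraries. The medians of the unfolded protein response list lie between 0.49 and 0.83, and those of the interferon-stimulated genes between -1.61 and -0.92.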

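Among the immune lists, 43 interferon-stimulated genes were tested and all 43 had a negative log2 FC, with a median of -1.23 (camera adjusted p = 8.83e-16), and 30 were downregulated DEGs (34 adjusted over the list alone). The medians within the 3 pairs were -1.61, -0.92 and -1.17. Isg15 fell from 497 ± 49.5 to 166 ± 30.6 CPM (SD, n = 3 each; log2 FC -1.59, standard error 0.18, adjusted p = 0.00655, edgeR quasi-likelihood test) and Ifi44l had a log2 FC of -1.32 (standard error 0.16, quasi-likelihood adjusted p = 0.00655). Under fry the interferon list had an adjusted p of 0.0144. A list of 41 genes of the inflammatory response to LPS had 27 lower and 14 higher genes, a median of -0.55 and a camera adjusted p of 0.199. It held 10 downregulated DEGs, among them Nlrp3 (log2 FC -2.08, quasi-likelihood adjusted p = 0.00984) and Sod2 (-1.02, 0.0145), and 2 upregulated DEGs (10 and 2 adjusted over the list alone), Traf1 (2.47, 0.00733) and Ptgs2 (5.52, 0.0123). The medians of this list were -0.10, 0.27 and -0.92 in pairs 1, 2 and 3, and without LPS replicate 3 the fitted median was 0.19. Tnfaip3, which was not a DEG (log2 FC 0.65, quasi-likelihood adjusted p = 0.0742), became one with the replicate number as a block (0.68, 0.0236). With that block the list of the inflammatory response to LPS held 12 downregulated and 5 upregulated DEGs, and its median was -0.21. Genes of oxidative phosphorylation, a term that Figure 4D also lists, were lower in 55 of 58 cases (median log2 FC -0.51, camera adjusted p = 1.47e-10), and 27 were downregulated DEGs (27 adjusted over the list alone), led by Cox6c, Uqcrh (-1.62) and Cox6b1 (-1.01). From the enrichment of immune terms among the downregulated DEGs, the paper concludes that siponimod downregulated immunological pathways activated by LPS.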

The top 20 downregulated genes of each of these four biological processes are summarized in Table 1, Table 2, Table 3 and Table 4. 

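The 4 tables print 25 genes each and name 68 different genes, all of which were tested. Every one of the 68 had a lower level with LPS/siponimod than with LPS in each of the 3 same-numbered pairs. Their log2 FCs ranged from -4.44 to -1.23 with a median of -2.30. Across these genes, which are not independent replicates and were chosen by the paper from these libraries, the fitted log2 FCs had a Pearson correlation of 0.9999 with the printed ones and differed from them by at most 0.04. Adjusted over the list alone, all 68 were downregulated DEGs by edgeR's quasi-likelihood test. Since the paper picked the list as significant from these libraries, that count is no added evidence. Adjusted over all genes tested, 57 of the 68 were downregulated DEGs by this test, 21 of 25 in Table 1, 21 in Table 2, 22 in Table 3 and 21 in Table 4. The 11 others had quasi-likelihood adjusted p-values between 0.0507 (Coro1a) and 0.0961 (Lta) and were Cd81, Clec4a3, Cmklr1, Il21r, Clec4a1, Cd180, Il16, P2ry12, Ly86, Coro1a and Lta. With edgeR's likelihood ratio test all 68 had an adjusted p of at most 0.0178. With the replicate number as a block 67 were DEGs by the quasi-likelihood test, all except Lta, whose adjusted p was 0.164. Lta counts were 63, 161 and 4255 in the LPS libraries and 27, 132 and 82 in the LPS/siponimod libraries, and without LPS replicate 3 its log2 FC was -0.67 (quasi-likelihood adjusted p = 0.50).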

Since cytokines are the main mediators of inflammation, we furthermore wanted to investigate potentially modified cytokine signatures (Figure 4E). This showed that the majority of cytokines were downregulated by siponimod in LPS-treated microglia with the most notable genes being Ifnb1, Ita, Tnfsf14, Il16, Cxcl13 and Cxcl10. In contrast, we found that Faslg, Il1rn and Tnfsf18 were significantly upregulated.

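Of the 66 genes drawn in Figure 4E, 45 had enough counts to be tested, and 26 of these (57.8%) had a negative and 19 a positive log2 FC, with a median of -0.55. The 7 downregulated DEGs were Tnfsf14, Cxcl11, Cxcl13, Cxcl10, Epor, Cxcl9 and Ccl5, and there were 5 upregulated ones (7 and 5 adjusted over the list alone). As a list, the 45 genes were not shifted in a common direction against the other genes (camera adjusted p = 0.611). For genes that go both ways, this test cannot decide whether they changed more than other genes. With the replicate number as a block, 11 were downregulated and 10 upregulated DEGs, and the median was -0.26. Cxcl10 fell from 1480 ± 257 to 170 ± 155 CPM (SD, n = 3 each; log2 FC -3.12, standard error 0.67, adjusted p = 0.0209, edgeR quasi-likelihood test), Cxcl13 from 34.7 ± 19.2 to 3.47 ± 1.34 CPM (log2 FC -3.32, standard error 0.60, quasi-likelihood adjusted p = 0.014) and Tnfsf14 from 1.28 ± 0.83 to 0.0624 ± 0.0542 CPM (log2 FC -4.31, standard error 1.06, quasi-likelihood adjusted p = 0.0299). With single libraries left out, the adjusted p of these 3 genes reached 0.0749, 0.0621 and 0.13. Il16 counts were 250, 436 and 26 against 2, 45 and 4 (log2 FC -4.02, standard error 1.42, quasi-likelihood adjusted p = 0.0777), and with the replicate block Il16 was a DEG (log2 FC -4.28, adjusted p = 0.0159). Lymphotoxin alpha, labelled Ita in the figure and listed as Lta, had a log2 FC of -4.44 with a standard error of 1.71 (quasi-likelihood adjusted p = 0.0961) that rested on LPS replicate 3. Ifnb1 was removed by the filter. Its counts were 16, 7 and 40 with LPS and 0, 1 and 1 with LPS/siponimod, all 3 at or under the floor of 3 counts, so that it was at least 8.25-fold lower, and with no filter its quasi-likelihood adjusted p was 0.0329 (from 0.0554 to 0.0884 with single libraries left out, where it passed the filter).

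**Figure D2:**
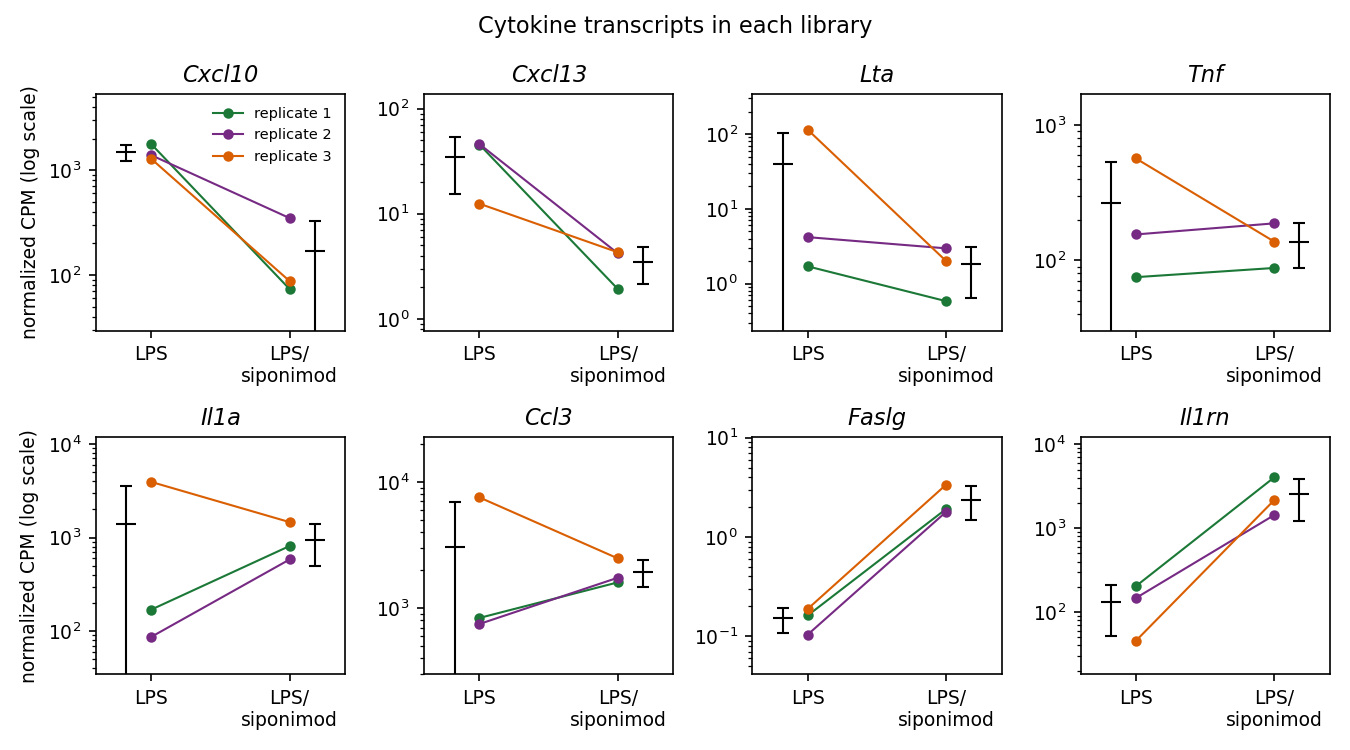
Normalized CPM (log axis) of 8 cytokine genes in each library. Lines join same-numbered libraries of the LPS and LPS/siponimod groups, and the black marks beside them are the group mean and SD. For Lta, Tnf, Il1a and Ccl3 the LPS library of replicate 3 lies far above those of replicates 1 and 2. Cxcl10, Cxcl13, Faslg, Il1rn and also Lta change in the same direction in all 3 pairs, whereas Tnf, Il1a and Ccl3 do not.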

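Faslg had 6, 4 and 7 counts with LPS and 89, 80 and 138 with LPS/siponimod (log2 FC 3.94, standard error 0.45, adjusted p = 0.00654, edgeR quasi-likelihood test). Il1rn, which encodes the antagonist of the interleukin-1 receptor, rose from 132 ± 80.0 to 2550 ± 1350 CPM (SD, n = 3 each; log2 FC 4.28, standard error 0.70, quasi-likelihood adjusted p = 0.0112). Tnfsf18 had 216, 362 and 322 counts with LPS and 2369, 5044 and 13378 with LPS/siponimod, a log2 FC of 4.36 (standard error 0.74, quasi-likelihood adjusted p = 0.012). All 3 genes were higher in each of the 3 pairs, and the largest adjusted p with a single library left out was 0.0431 for Faslg, 0.0598 for Il1rn and 0.0601 for Tnfsf18, the last 2 without LPS replicate 2. The remaining upregulated DEGs of Figure 4E were Csf1 (20.8 ± 10.3 against 274 ± 145 CPM, log2 FC 3.72, standard error 0.59, quasi-likelihood adjusted p = 0.0105) and Osm (log2 FC 1.43, standard error 0.26, quasi-likelihood adjusted p = 0.0141).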

## 3. Discussion

There is conclusive evidence that siponimod exerts beneficial effects on different aspects of EAE, an established animal model for MS. It decreases disease severity, the degree of demyelination and improves cortical network functionality [4,5]. However, the exact cellular mechanisms underlying these effects remain largely elusive. The same is true for siponimod’s effects on disease progression and brain atrophy in secondary progressing (SP)MS [3]. In this regard, it is important to mention that fingolimod, another S1PR modulator, has already been shown to modulate microglial activation [25,26] which could be further corroborated by PET-CT imaging of MS lesions [27]. Given its more specific receptor profile in comparison to fingolimod, it is of great interest to investigate whether siponimod exerts similar functions.

Our findings now show that in an inflammatory milieu, siponimod (i) protects microglia from adopting activated cytoskeletal architecture and morphologies, (ii) reduces iNOS protein expression, (iii) modulates microglial cytokine expression and (iv) downregulates microglial immunological pathways. These results point to specific effects of siponimod on microglial cells. So far, studies investigating the role of microglia in this context solely used immortalized cell lines. In contrast, this is now the first study to provide data generated in primary rat microglial cells.

Our results indicate that siponimod prevents TNFα upregulation in an inflammatory milieu. TNFα is a pleiotropic pro-inflammatory cytokine which is, amongst other glial cells, produced by microglia [28]. It potentiates glutamate excitotoxicity [29], increases neuroinflammatory responses [30], impairs oligodendroglial differentiation [31] and even induces oligodendrocyte cell death [32]. In MS, TNFα is present in active lesions and its level in the cerebrospinal fluid (CSF) is correlated with disease severity and progression [19]. However, despite beneficial effects of a neutralization of TNFα in animal models its inhibition in the clinical context has resulted in increased disease activity and lesion load progression [33]. This underlines the limited transferability of results generated in in vitro/animal models to the human paradigm. Another cytokine the upregulation of which was reduced by siponimod under inflammatory conditions was IL-1β. This cytokine is present in MS lesions [34,35] and the CSF of MS patients [36,37,38] where its levels are correlated with the number and volume of MS lesions [38]. In EAE, IL-1β is mostly produced by myeloid cells infiltrating the CNS [34] and contributes to leukocyte recruitment and BBB disruption [35].

Interestingly, we also found that siponimod prevented an LPS-induced induction of interferon-β. This is of particular interest as this molecule was the first to be used as an MS drug even though its exact mode of action is not yet fully understood. In general, the beneficial clinical treatment effect is considered to be related to several overlapping mechanisms in the peripheral immune system. This includes the down-regulation of the major histocompatibility complex (MHC) class II expression present on the antigen-presenting cells (i.e., dendritic cells, Langerhans cells and B-cell lymphocytes), the induction of T-cell production of interleukin 10 (IL-10), which shifts the balance toward the anti-inflammatory T helper (Th)-2 cells and the inhibition of T-cell migration [39]. At the same time, only a few studies have investigated the direct impact of interferon-β on brain-resident cells [40,41]. However, these studies were performed exclusively in transgenic animal models and partly contradict each other so that the role of interferon-β is still not entirely clarified.

Finally, siponimod also prevented LPS-induced upregulation of IL-10. IL-10 is a potent anti-inflammatory cytokine which is, among other cell types, expressed by microglia [42,43]. It decreases the release of TNFα, IL-1β, IL-6, IL-8, IL-12 and IL-23, ameliorates the course of EAE, reduces the proliferation of TH1 and TH2 cells, decreases antigen presentation of monocytes and macrophages and has the capacity to act in a neuroprotective manner [17,22]. In MS, IL-10 secretion is decreased prior to relapse and increased during remission. However, no clinical studies investigating the potential benefit of IL-10 for MS have been conducted so far.

The analysis of the transcriptome of LPS/siponimod co-stimulated microglia vs. LPS only stimulated microglia revealed follistatin (Fst), cyclin dependent kinase inhibitor 1c (Cdkn1c), Cd9 and Cd34, as well as Cxcl11, Cd38 and fascin-1 (Fscn1) among the most significantly differentially expressed genes, all of which are strongly associated with microglial polarization states in different injuries and diseases [44,45,46,47,48,49,50]. This further underlines that siponimod stimulation leads to a specific change in the pattern of microglial gene regulation which cannot be assigned to a “classic” M1 or M2 polarization and appears to be more complex. However, the fact that the top 4 cluster of the gene enrichment analysis related to the 1767 downregulated genes were all associated with immunological functions indicates that it has significant immunomodulatory properties. However, besides the association of downregulated DEGs with immunological functions, we found that siponimod modulates additional intriguing clusters of biological processes. For instance, the upregulated DEGs display enrichments in the response to unfolded protein as well as endoplasmic reticulum (ER) stress which is in line with previous findings linking sphingosine-1-phosphate metabolism to these processes [51]. In this regard, mainly ceramide, one of sphingosine-1-phosphate’s precursors, was found to specifically induce ER stress via the CD95-PERK signalling pathway leading to an increase in unfolded protein [52]. 

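In the libraries with LPS/siponimod, genes commonly assigned to alternative (M2) activation moved in both directions. Of 15 tested, 6 were higher and 9 lower than with LPS, with a median log2 FC of -0.22 (camera adjusted p = 0.80), and 3 were upregulated and 2 downregulated DEGs (3 and 3 adjusted over the list alone). Klf4 (log2 FC 5.68, standard error 0.50, adjusted p = 0.00396, edgeR quasi-likelihood test) and Vegfa (4.19, standard error 0.69, 0.0112) rose together with Il1rn, whereas Mrc1 fell from 325 ± 45.2 to 61.0 ± 17.4 CPM (SD, n = 3 each; log2 FC -2.41, standard error 0.24, quasi-likelihood adjusted p = 0.0054) and Maf had a log2 FC of -1.58 (quasi-likelihood adjusted p = 0.0278). Il4r was not a DEG (log2 FC -1.10, quasi-likelihood adjusted p = 0.0589).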

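Targets of ATF4, the transcription factor that acts downstream of PERK in the endoplasmic reticulum stress response and of amino acid shortage, formed the list with the smallest camera adjusted p among those with a rise (2.2e-20). Of 27 genes tested, 26 were higher with LPS/siponimod and 24 were upregulated DEGs (24 adjusted over the list alone), with a median log2 FC of 2.08 and medians of 2.31, 2.16 and 1.98 within the 3 pairs. Mthfd2, for example, rose from 28.5 ± 1.16 to 129 ± 6.54 CPM (SD, n = 3 each; standard error of the log2 FC 0.11, adjusted p = 0.00174, edgeR quasi-likelihood test). Ddit4 was the exception (log2 FC -1.08, quasi-likelihood adjusted p = 0.265). Under fry the list had an adjusted p of 0.000427, and with an estimated correlation in camera 0.0827.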

Taken together, this finding suggests that although S1PR signalling is inhibited by siponimod treatment, sphingosine-1-phosphate metabolism remains intact. Furthermore, autophagy, another pathway enriched upon siponimod treatment, is thought to be one of the key regulators of innate immune responses [53]. 

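Of 35 autophagy genes tested, 27 were higher and 8 lower with LPS/siponimod than with LPS, with a median log2 FC of 0.37 (camera adjusted p = 0.000614, fry adjusted p = 0.0234). The list held 12 upregulated DEGs and 1 downregulated DEG (12 and 1 adjusted over the list alone). Sqstm1, which encodes the autophagy receptor p62, rose from 302 ± 167 to 2970 ± 494 CPM (SD, n = 3 each; log2 FC 3.30, standard error 0.43, adjusted p = 0.00737, edgeR quasi-likelihood test), and Rb1cc1 had a log2 FC of 1.27 (standard error 0.16, quasi-likelihood adjusted p = 0.00733). Vmp1 was the downregulated DEG (log2 FC -0.73, standard error 0.20, quasi-likelihood adjusted p = 0.0422). The medians of the list were 0.41, 0.27 and 0.68 in the 3 pairs.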

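Among 34 tested genes of endocytosis, 23 had a negative and 11 a positive log2 FC (median -0.65, camera adjusted p = 0.000844, fry adjusted p = 0.0054), and 16 were downregulated and 4 upregulated DEGs (17 and 4 adjusted over the list alone). Itsn1 (log2 FC -1.38, standard error 0.16, adjusted p = 0.00655, edgeR quasi-likelihood test) and Ap2s1 (-1.52, standard error 0.22, 0.00883) had, after the mannose receptor gene Mrc1, the smallest adjusted p among the lower genes, and Aak1 (0.94, standard error 0.12, 0.00726) and Snx9 (1.21, standard error 0.17, 0.00855) among the higher ones. Of 45 genes of the actin cytoskeleton, 35 were lower (median log2 FC -0.56, camera adjusted p = 9.54e-06, fry adjusted p = 0.0124), with 19 downregulated and 2 upregulated DEGs (21 and 2 adjusted over the list alone). Capzb fell from 510 ± 48.1 to 208 ± 42.2 CPM and Lcp1 from 1690 ± 83.8 to 677 ± 129 CPM (SD, n = 3 each; log2 FC -1.29 and -1.32, quasi-likelihood adjusted p = 0.00896 and 0.00932). The upregulated DEGs of this list were Actn4 (log2 FC 1.17, quasi-likelihood adjusted p = 0.0125) and Flna (1.43, 0.0147).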

Apart from that, we found downregulated DEG clusters in endocytosis, one of the key mechanisms of S1PR signalling and clusters in actin cytoskeletal organisation, which we gauge to be in line with our finding that siponimod modulates microglial morphology as shown in Figure 1D.

As stated above, the interplay of different cytokines is an important factor in MS. Therefore, our observation that siponimod creates a completely new cytokine signature in pro-inflammatory microglia is of great interest even though it cannot be characterized within the framework of M1/M2 polarization. In this regard, recent RNA sequencing (RNASeq) and genome-wide association studies (GWAS) suggest the existence of several subgroups of disease-associated microglia (DAMs) [54,55,56,57]. 

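Within the 3 pairs of same-numbered libraries, 17 of the 45 tested genes of Figure 4E were lower with LPS/siponimod in every pair, 13 were higher in every pair and 15 went in both directions. The number with a lower level was 25 in pair 1, 19 in pair 2 and 27 in pair 3. With LPS replicate 3 left out, 22 of the 45 had a negative log2 FC and the median was 0.26.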

All these DAMs, which were first described in neurodegenerative diseases such as Alzheimer’s disease, show unique transcriptional and functional signatures.

Regarding the limitations of our study, we are aware that the use of bacterial endotoxin as a pro-inflammatory stimulus is debatable. Even though LPS is the most commonly used molecule in this context [58,59] recent studies suggest that in CNS damage cytokines such as interferon γ (IFNγ) and TNFα may be also appropriate [36,60]. For instance, LPS was found to evoke higher pro-inflammatory gene expression but also increased several anti-inflammatory genes which is in line with our finding of an increased IL-10 and IFNβ expression. However, identical to our study, these results were generated in rat microglia so that the translation to the human paradigm is still pending. Furthermore, in this study we only examined parallel stimulation with LPS and siponimod. We selected this approach to generate first insights into the effects of siponimod on a single CNS cell type in a pro-inflammatory milieu to which the RNASeq data additionally contributed. In future studies, it will therefore be of interest to investigate to what degree siponimod (pre)treatment can be protective or whether a delayed application exerts similar rescue effects.

In general, even though we show a direct effect of siponimod on CNS-resident cells, this medication certainly exerts its most profound effects on pro-inflammatory peripheral immune cells. It effectively prevents them from leaving lymphoid tissues and thereby averts CNS immune cell infiltration. However, it is known from post mortem histopathology that microglia, that were primed by invading peripheral immune cells during initial disease relapses, create a milieu of smouldering inflammation behind a closed blood–brain barrier (BBB). As a result, siponimod might exert a beneficial effect on these microglia-mediated processes which are probably not even visible on conventional MRI, let alone clinically. This might also explain why siponimod is effective in active secondary progressive MS. In contrast and correspondingly, it has no effect in primary progressive MS where neurodegeneration is predominant. In conclusion, it is conceivable that via a modulation of microglial behaviour siponimod modulates neuroinflammatory processes in MS. Future studies will have to further define the exact microglial subtype associated with siponimod stimulation and its impact in MS.

## 4. Materials and Methods

### 4.1. Primary Rat Microglial Cell Culture

All animal use complies with the ARRIVE guidelines and were carried out in accordance with the National Institutes of Health guide for the care and use of Laboratory animals (NIH Publications No. 8023, revised 1978). The Institutional Review Board (IRB) of the ZETT (Zentrale Einrichtung für Tierforschung und wissenschaftliche Tierschutzaufgaben) at the Heinrich Heine University Düsseldorf has approved all animal procedures under licences O69/11. Briefly, dissociated P1 Wister rat cortices were cultured on T-75 cell culture flasks in Dulbecco′s Modified Eagle′s Medium (DMEM; Thermo Fisher Scientific, Waltham, UK) substituted with 10% foetal calf serum (FCS; Capricorn Scientific, Palo Alto, CA, USA) and 4 mM L-glutamine (Invitrogen, Carlsbad, CA, USA), 50 U/mL penicillin/streptomycin (Invitrogen, Carlsbad, CA, USA) as previously described [61]. After 10 days, flasks were shaken at 180 rpm/min at 37 °C for 2 h and microglia-containing supernatants were collected. Afterwards, cell suspensions were centrifuged for 5 min at 300× *g* at 4 °C, supernatants were discarded and the pellet was resuspended in 10 mL and plated onto bacterial dishes and kept in the incubator (37 °C, 5% CO_2_ and 90% humidity) allowing for cell attachment to the surface. Culture flasks were again loaded with fresh DMEM medium and shaken for another 22 h at 37 °C in order to increase the final cell yield. Afterwards, supernatants were again transferred to bacterial dishes to allow for attachment. Microglia-containing bacterial dishes from the first and second shaking steps were checked for viability via bright-field microscopy, medium was discarded and cells rinsed with Dulbecco’s Phosphate Buffered Saline (D-PBS). Microglia were dislodged by accutase (Thermo Fisher Scientific, Darmstadt, Germany), which was stopped by FCS-containing DMEM medium. Microglial cell suspensions were then centrifuged for 5 min at 300× *g* at 4 °C and cell-free supernatants were discarded. Afterwards, cell pellets were resuspended in 80 µL MACS buffer containing 0.5% BSA in D-PBS and 20 µL of anti-rat CD11b/c microbeads (Miltenyi Biotec, Bergisch-Gladbach, Germany) were added for 15 min at 2–8 °C to allow for binding. Cells were then washed adding 2 mL of MACS buffer and spun down for 5 min at 300× *g* at 4 °C. Supernatants were again discarded and pellets were resuspended in 500 µL MACS buffer and subjected to MACS-sorting according to the manufacturer’s protocol (Miltenyi Biotec, Bergisch-Gladbach, Germany). The resulting cell suspension was again spun down for 5 min at 300× *g* at 4 °C, pellets were resuspended in 1 mL DMEM and cell viability and numbers were quantified using trypan blue staining. Average cell purities as assessed by Iba1-positivity were consistently around 98%. Microglia were seeded on 8-well Lab-Tek chamber slides for immunocytochemistry or 24-well plates for the analysis of mRNA transcripts at different concentrations in microglia medium (10% FCS, 2 mM L-glutamine, 50 U/mL penicillin/streptomycin in DMEM). For stimulation experiments, siponimod (BAF312; kindly provided by Novartis) was solved at a concentration of 50 mM in dimethyl sulfoxide (DMSO; Sigma-Aldrich, St. Louis, MO, USA) and lipopolysaccharide (LPS; Sigma-Aldrich, St. Louis, MO, USA) was solved in ddH_2_O at a concentration of 1 mg/mL. Both reagents were aliquoted in appropriate amounts and stored at −80 °C. Each aliquot was thawed once and discarded afterwards. One day after microglial isolation, cells were stimulated with 10 or 50 µM siponimod or similar amounts of DMSO with or without 100 ng/mL LPS in microglia media. After 1 and 3 days, respectively, cell cultures were either fixated for follow up immune-cytochemistry or lysed for RNA preparation, cDNA synthesis and qPCR analysis.

### 4.2. Immunocytochemistry

For immunocytochemistry, microglia were fixed for 10 min with 4% paraformaldehyde (PFA), D-PBS washed, blocked for 45 min using 10% normal donkey serum (NDS; Sigma-Aldrich, St. Louis, MO, USA) and 0.5% Triton X-100 (Sigma-Aldrich, St. Louis, MO, USA) in D-PBS. Afterwards, cells were incubated at 4 °C overnight with primary antibody solution containing, 10% NDS and 0,1% Triton X-100 in D-PBS with rabbit anti-Iba1 (1/500, WAKO Pure Chemical Corporation, Osaka, Japan; RRID: AB_839504) and goat anti-iNOS (1/250; Abcam, Cambridge, UK, RRID: AB_301857). Following D-PBS washes secondary donkey anti-rabbit Alexa Fluor 488 and donkey anti-goat Alexa Fluor 594 (1/500; Thermo Fisher Scientific, Darmstadt, Germany) were added for 2 h at room temperature. Nuclei were stained in parallel with 4′, 6-diamidino-2-phenylindole (DAPI; 20 ng/mL, Roche, Basel, Switzerland). Cells were mounted using Citifluor (Citifluor, London, UK) and images were captured on an Axioplan 2 microscope (Zeiss, Jena, Germany) using the same exposure times and light intensities. Phalloidin (Phalloidin CruzFluor 488 Conjugate, Santa Cruz Biotechnology, Dallas, TX, USA) staining was performed according to the manufacturers protocol. Briefly, 1000× phalloidin was diluted 1:1000 together with DAPI (20 ng/mL) in PBS. Prefixed cells were incubated with this solution for 1 h at room temperature. Afterwards, cells were washed 4 times with PCR and mounted using Citifluor (Citifluor, London, UK). The analysis of immune-positive cells was performed on 7 images per well and 2 wells per treatment and replicate, leading to 14 analysed images per treatment and replicate. On average, each image contained ~30 cells resulting in more than 2000 cells per condition being analysed. The quantification was performed using ImageJ software (National Institute of Health (NIH) Bethesda, MD, USA). For the analysis of the mean area per cell, merged images were uploaded in ImageJ software, scale bars were set according to microscope settings and the channels were split. The number of cells was assessed by creating a binary image with a threshold to the DAPI channel (80, 255), applying water shedding and analysing all particles with a size of 150–3000 pixels and a circularity of 0.4–1.00. The total area of Iba1-stainings was analysed again by applying a threshold (30, 255), creating a binary image and measuring the total area of Iba1-positive staining. Afterwards, a ratio of the total area of Iba1-positive staining and the total number of cells was calculated. iNOS positive microglia were quantified manually, using the ImageJ tool “cell-counter”.

### 4.3. RNA Preparation, cDNA Synthesis and Quantitative Reverse Transcription (RT)-Polymerase Chain Reaction (PCR)

RNA preparation, cDNA synthesis and quantitative RT-PCR were performed as recently described [61]. Briefly, total RNA purification from cells was performed using the RNeasy procedure (Qiagen, Hilden, Germany). Isolated RNA was afterwards reverse transcribed using the high-capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Darmstadt, Germany). Quantitative determination of gene expression levels was performed on a 7900HT sequence detection system (Thermo Fisher Scientific) using Power SybrGreen PCR master mix (Thermo Fisher Scientific) [62,63]. Following primer sequences were generated via PrimerExpress 2.0 software (Applied Biosystems/Thermo Fisher Scientific, Darmstadt, Germany), as well as tested and determined: Gapdh forward: GAA CGG GAA GCT CAC TGG C, Gapdh reverse: GCA TGT CAG ATC CAC AAC GG, Il1b forward: GAA ACA GCA ATG GTC GGG AC, Il1b reverse: AAG ACA CGG GTT CCA TGG TG, Il10 forward: CCC AGA AAT CAA GGA GCA TTT G, Il10 reverse: CAG CTG TAT CCA GAG GGT CTT CA, Ifnb1 forward: TGG AAG GCT CAA CCT CAG CTA, Ifnb1 reverse: GGG TGC ATC ACC TCC ATA GG, Tnf forward: AGC CC TGG TAT GAG CCC ATG TA, Tnf reverse: CCG GAC TCC GTG ATG TCT AAG T. Gapdh, which proved to be the most accurate and stable normalization gene among a number of others, such as Hprt1, Odc and Tbp, was used as reference gene. Relative gene expression levels were determined according to the ΔΔCt method (Thermo Fisher Scientific) and each sample was measured in duplicate.

### 4.4. Bulk RNA Sequencing

To generate RNASeq data, RNASeq libraries were prepared from DNase digested total RNA samples quantified by Qubit RNA HS Assay (Thermo Fisher Scientific) and capillary electrophoresis using the Fragment Analyzer and the “Total RNA Standard Sensitivity Assay” (Agilent Technologies, Inc. Santa Clara, CA, USA). All samples in this study showed high quality RNA Quality Numbers (RQN; mean = 9.8). The library preparation was performed according to the manufacturer’s protocol using the ‘VAHTS™ Universal RNA-Seq Library Prep Kit for Illumina^®^ V6 with mRNA capture module’. Briefly, 150 ng total RNA were used for mRNA capturing, fragmentation, the synthesis of cDNA, adapter ligation and library amplification. Bead purified libraries were normalized and finally sequenced on the HiSeq 3000/4000 system (Illumina Inc. San Diego, CA, USA) with a read setup of SR 1 × 150 bp. The bcl2fastq tool (v2.20.0.422) was used to convert the bcl files to fastq files as well for adapter trimming and demultiplexing. Data analyses on fastq files were conducted with CLC Genomics Workbench (version 22.0.2, QIAGEN, Venlo. NL). The reads of all probes were adapter trimmed (Illumina TruSeq) and quality trimmed (using the default parameters: bases below Q13 were trimmed from the end of the reads, ambiguous nucleotides maximal 2). Mapping was performed against the Rattus norvegicus (mRatBN7.2.106; 5 July 2022) genome sequence. After grouping of samples (three biological replicates each) according to their respective experimental condition, the statistical differential expression was determined using the Differential Expression for RNA-Seq tool (version 2.6, CLC Genomics Workbench). The resulting *p* values were corrected for multiple testing by FDR and differentially expressed genes (DEGs) were filtered setting a threshold at the FDR adjusted *p*-value of 0.05 and a fold-change of ±1.5. The Gene Set Enrichment and Pathway analysis of differentially up- and downregulated genes was performed using Metascape platform using default parameters (*R. norvegicus*; 1 August 2022).

### 4.5. ELISA

To assess the microglial secretion of TNFα, IL-1β, IL-10 and IFNβ, the culture medium was harvested, spun down at 1000× *g* for 5 min at 4 °C, frozen on dry ice and stored at −80 °C. On the day of analysis, all reagents were thawed and adjusted to RT before the culture medium was measured in duplets using the following colorimetric sandwich ELISA kits according the manufacturers protocol: rat TNF alpha ELISA Kit (ab100785, Abcam), rat IL-1 beta ELISA kit (ab100768, abcam), rat IL-10 ELISA Kit (ab100764, abcam), Rat IFN-beta ELISA Kit (NBP3-06753, Novus Biologicals). After the generation of a 4-parameter logistic standard curve using Graph Pad Prism 8.4.3 (GraphPad Software, San Diego, CA, USA), total protein concentrations were calculated. Protein levels below the detection limits of the used ELISAs were set to 0.

### 4.6. Statistical Analysis

Data are presented as mean values ± standard error of the mean (SEM). All data passed the Shapiro–Wilk test for normality. Therefore, significance was assessed either by 1-way analysis of variance (ANOVA) followed by Tukey’s post hoc test or by an unpaired students *t*-test both using Graph-Pad Prism 8.4.3 (GraphPad Software, San Diego, CA, USA). The experimental groups were considered significantly different at * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. n represents the number of independent experiments.

## Figures and Tables

**Figure 1:**
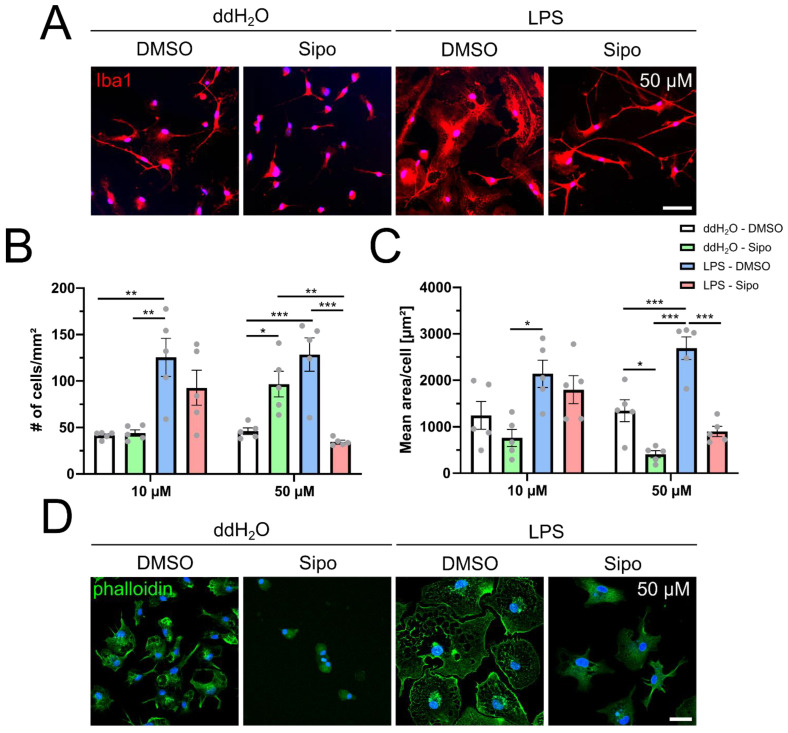
Siponimod modulates morphology and actin cytoskeleton organization of primary rat microglia in an inflammatory milieu. (**A**) Representative images of +/− 50 µM siponimod +/− LPS stimulated microglia after 3 days stained against Iba1 and DAPI. (**B**) Quantification of microglial cell numbers +/− 10/50 µM siponimod +/− LPS after 3 days. (**C**) Quantification of the mean cell area of microglial cells by dividing the total area of Iba1 staining by the cell counts from microglia stimulated for 3 days with +/− 10/50 µM siponimod +/− LPS. (**D**) Evaluation of cytoskeletal organization via Alexa488-coupled phalloidin of 3 days stimulated microglia (+/− 50 µM siponimod, +/− LPS). Data are presented as mean values ± SEM. Grey dots represent individual data points. Significance was assessed by 1-way analysis of variance (ANOVA) followed by Tukey’s post hoc test using Graph-Pad Prism 8.4.3 (GraphPad Software, San Diego, CA, USA). The experimental groups were considered significantly different at * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Scale bar: (**A**) 50 µm, (**D**) 25 µm.

**Figure 2:**
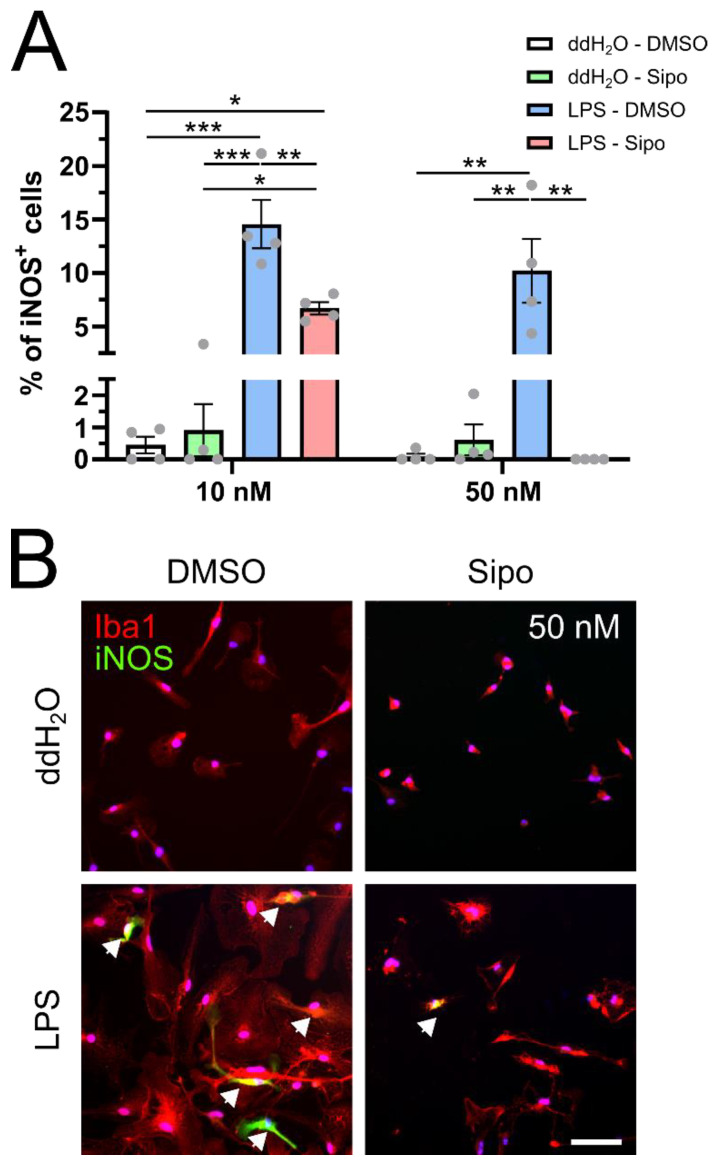
Siponimod reduces microglial iNOS protein expression in an inflammatory milieu. (**A**) Quantification of the percentage of iNOS positive microglia after 3 days of stimulation with +/− 10/50 µM siponimod +/− LPS. (**B**) Representative images of Iba1, iNOS co staining after stimulation for 3 days with +/− 50 µM siponimod +/− LPS. Data are presented as mean values ± SEM. Grey dots represent individual data points. Significance was assessed by 1-way analysis of variance (ANOVA) followed by Tukey’s post hoc test using Graph-Pad Prism 8.4.3 (GraphPad Software, San Diego, CA, USA). The experimental groups were considered significantly different at * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Scale bar: 50 µm.

**Figure 3:**
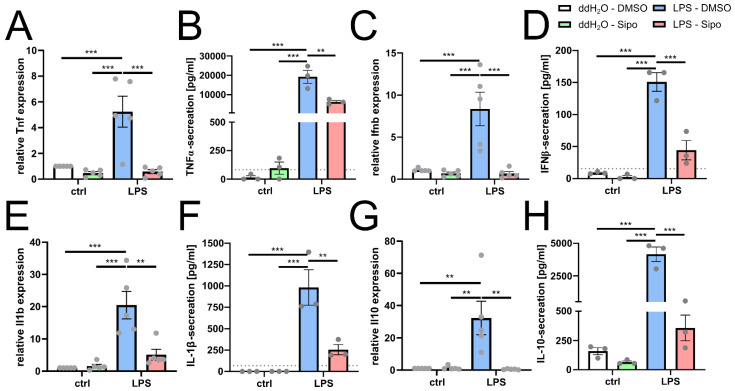
Siponimod modulates microglial cytokine expression and secretion in an inflammatory milieu. (**A**,**C**,**E**,**G**) quantitative RT-PCR analysis of Tnf (**A**), Ifnb (**C**), Il1b (**E**) and Il10 (**G**) gene expression after stimulation for 1 day with +/− 50 µM siponimod +/− LPS. (**B**,**D**,**F**,**H**) Quantification of TNF-α (**B**), IFNβ (**D**), IL-1β (**F**) and IL-10 (**H**) protein concentration in the cell culture medium of microglial cells stimulated for 3 days with +/− 50 µM siponimod +/− LPS using respective quantitative sandwich ELISA assays. Grey-dotted lines indicate the lowest standard of the ELISA kit: TNFα = 82.3 pg/mL, IFNβ = 15.63 pg/mL, IL-1β = 68.59 pg/mL and IL-10 = 8.23 pg/mL. Data are presented as mean values ± SEM. Grey dots represent individual data points. Significance of gene expression analysis as well as ELISA was assessed by 1-way analysis of variance (ANOVA) followed by Tukey’s post hoc test using Graph-Pad Prism 8.4.3 (GraphPad Software, San Diego, CA, USA). The experimental groups were considered significantly different at ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
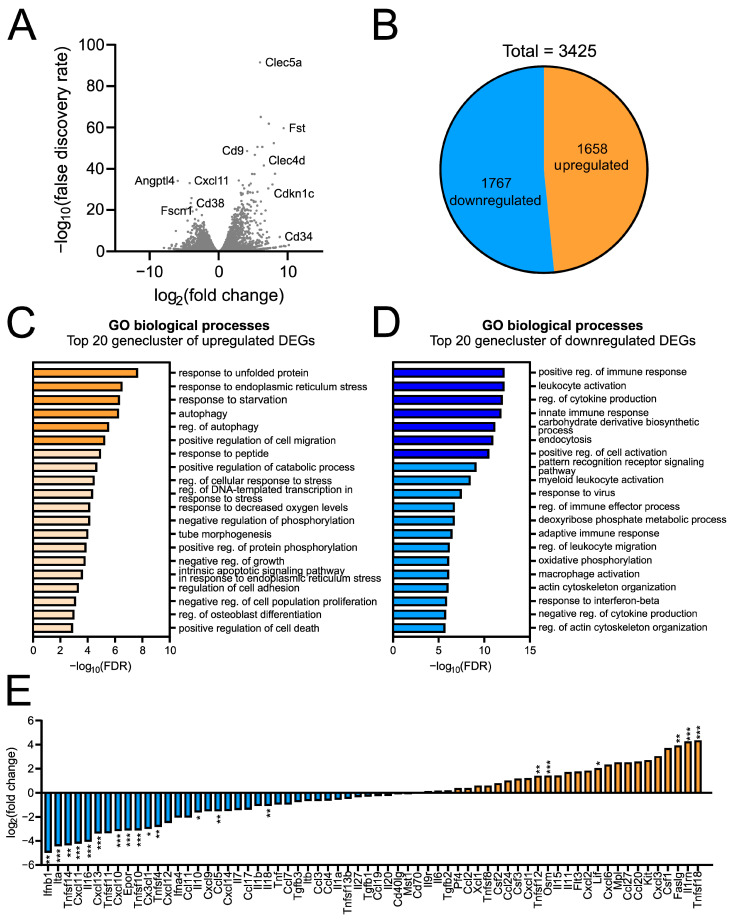
Siponimod alters the immunological signature of LPS-stimulated microglia. Volcano plots showing log_2_(fold-change) against log_10_(false discovery rate) for the comparisons of LPS/siponimod costimulated versus LPS-stimulated microglia (**A**). Identification of 3425 DEGs (fold change of ±1.5 and an FDR adjusted *p*-value of ≤0.05), of which 1658 were up- and 1767 were downregulated (**B**). Gene Set Enrichment and Pathway analysis of up- (**C**) and downregulated (**D**) DEGs in order of their −log_10_(FDR) according to the Benjamin and Hochberg adjustment. Cytokine signature of LPS-siponimod co-stimulated compared to LPS alone (**E**). Significance of transcriptome analysis was assessed by the RNA-Seq tool (version 2.6). The experimental groups were considered significantly different at * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Table 1:** Positive regulation of immune response.

Gene Symbol	log_2_ Fold Change	*p* Adjusted
Lta	−4.42	2.07 × 10^−6^
Cd38	−4.04	4.58 × 10^−24^
C3ar1	−2.69	8.27 × 10^−10^
Pycard	−2.69	8.97 × 10^−8^
Card11	−2.59	1.60 × 10^−12^
Tifa	−2.53	3.81 × 10^−13^
Cd180	−2.47	1.37 × 10^−6^
Nlrp3	−2.10	2.02 × 10^−13^
Tfrc	−1.91	1.31 × 10^−6^
Lat2	−1.82	3.68 × 10^−11^
Slamf1	−1.76	5.45 × 10^−6^
RT1-N3	−1.76	8.05 × 10^−8^
Cmklr1	−1.74	2.19 × 10^−5^
Ctsh	−1.72	4.42 × 10^−6^
Cd81	−1.71	1.79 × 10^−5^
Dhx58	−1.65	4.29 × 10^−6^
Ada	−1.60	3.02 × 10^−6^
Xrcc5	−1.59	1.21 × 10^−6^
Lacc1	−1.57	3.02 × 10^−6^
Trex1	−1.57	1.51 × 10^−6^
Nectin2	−1.52	2.44 × 10^−5^
Cyrib	−1.36	5.69 × 10^−6^
Tlr6	−1.32	3.37 × 10^−6^
Nod1	−1.29	8.86 × 10^−6^
Ifi35	−1.25	7.32 × 10^−6^

**Table 2:** Leukocyte activation.

Gene Symbol	log_2_ Fold Change	*p* Adjusted
Il21r	−3.66	1.46 × 10^−7^
P2ry12	−3.44	4.64 × 10^−7^
Cxcl13	−3.35	7.65 × 10^−7^
Fgl2	−3.20	4.82 × 10^−11^
Cxcl10	−3.14	1.62 × 10^−10^
Cd244	−2.94	1.36 × 10^−15^
Slamf9	−2.88	2.15 × 10^−7^
Tnfrsf11a	−2.81	1.94 × 10^−7^
Klf2	−2.81	2.27 × 10^−7^
Pycard	−2.69	8.97 × 10^−8^
Anxa3	−2.60	2.16 × 10^−7^
Card11	−2.59	1.60 × 10^−12^
Clec4a3	−2.54	7.55 × 10^−7^
Cd180	−2.47	1.37 × 10^−6^
Trpm2	−2.43	6.88 × 10^−13^
Sh3pxd2a	−2.37	1.25 × 10^−7^
Actb	−2.33	5.90 × 10^−8^
Il6r	−2.30	5.13 × 10^−10^
Lrrk1	−2.09	1.13 × 10^−6^
Tfrc	−1.91	1.31 × 10^−6^
Axl	−1.86	5.20 × 10^−8^
Lat2	−1.82	3.68 × 10^−11^
Ubash3b	−1.61	4.55 × 10^−8^
Xrcc5	−1.59	1.21 × 10^−6^
Prdx2	−1.35	1.84 × 10^−7^

**Table 3:** Regulation of cytokine production.

Gene Symbol	log_2_ Fold Change	*p* Adjusted
Cxcl11	−4.20	9.69 × 10^−34^
Il16	−4.05	5.43 × 10^−7^
P2ry12	−3.44	4.64 × 10^−7^
Cxcl13	−3.35	7.65 × 10^−7^
Siglec8	−3.28	1.76 × 10^−9^
Fgl2	−3.20	4.82 × 10^−11^
Cxcl10	−3.14	1.62 × 10^−10^
Cd244	−2.94	1.36 × 10^−15^
Tnfrsf11a	−2.81	1.94 × 10^−7^
Klf2	−2.81	2.27 × 10^−7^
Samhd1	−2.72	2.29 × 10^−7^
C3ar1	−2.69	8.27 × 10^−10^
Pycard	−2.69	8.97 × 10^−8^
Card11	−2.59	1.60 × 10^−12^
Clec4a3	−2.54	7.55 × 10^−7^
Dagla	−2.32	2.04 × 10^−7^
Il6r	−2.30	5.13 × 10^−10^
Cxcl17	−2.28	8.05 × 10^−8^
Nlrp3	−2.10	2.02 × 10^−13^
Ezr	−1.91	1.30 × 10^−7^
Ccr5	−1.90	1.45 × 10^−7^
Axl	−1.86	5.20 × 10^−8^
Ctnnbip1	−1.77	1.13 × 10^−6^
Nt5e	−1.48	2.00 × 10^−7^
Prdx2	−1.35	1.84 × 10^−7^

**Table 4:** Innate immune response.

Gene Symbol	log_2_ Fold Change	*p* Adjusted
Cx3cr1	−3.68	2.18 × 10^−6^
Wfdc21	−3.22	6.08 × 10^−10^
Evl	−3.17	1.72 × 10^−11^
Cxcl10	−3.14	1.62 × 10^−10^
Clec4a1	−2.78	6.22 × 10^−7^
Pycard	−2.69	8.97 × 10^−8^
Ccl12	−2.59	1.23 × 10^−6^
Clec4a3	−2.54	7.55 × 10^−7^
Tifa	−2.53	3.81 × 10^−13^
Mrc1	−2.43	4.99 × 10^−10^
Gbp4	−2.34	4.46 × 10^−9^
Fes	−2.33	1.35 × 10^−6^
Ly86	−2.10	2.17 × 10^−5^
Nlrp3	−2.10	2.02 × 10^−13^
Lrrk1	−2.09	1.13 × 10^−6^
Aif1	−1.90	5.24 × 10^−6^
Coro1a	−1.73	4.18 × 10^−5^
Dhx58	−1.65	4.29 × 10^−6^
Sla	−1.59	5.03 × 10^−6^
Trim25	−1.58	1.22 × 10^−6^
Trex1	−1.57	1.51 × 10^−6^
Tmem106a	−1.43	1.22 × 10^−5^
Tlr6	−1.32	3.37 × 10^−6^
Nod1	−1.29	8.86 × 10^−6^
Ifi35	−1.25	7.32 × 10^−6^

## Data Availability

RNASeq datasets generated for this study are publicly available in the NIH Gene Expression Omnibus (GEO) repository: https://www.ncbi.nlm.nih.gov/geo/, accession number GSE216804.

How the deposited data were processed for this re-analysis (not part of the article)

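Bulk mRNA of primary rat microglia stimulated for the comparison of LPS with LPS/siponimod was sequenced in 6 libraries, 3 biological replicates per condition (100 ng/mL LPS, with the solvent DMSO or with 50 µM siponimod). The authors trimmed single-end reads, mapped them to the rat genome and deposited 1 table of total read counts per gene for each library, without normalization; the handling of reads that match several genes, of strand and of introns is not stated in the paper's text, so that values of near-identical or overlapping genes are uncertain. Gene names are those of the deposited tables. In the table of 1 library, 1 row without a name or a value was left out, which held none of the counts. The gene table given as a reference belongs to another rat genome assembly than the one used for mapping, and no positions are printed; GC content and gene length were not analysed here for the same reason.

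Depth ranged from 38080379 to 46643859 counts per library. A single count corresponds to a small fraction of a CPM at this depth, and a gene with 3 counts or fewer in each library of a group was treated as being at the floor, its fold change being given as a lower bound against 3 counts. These floors cover counting error only, since reads without molecular identifiers are not independent molecules.

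Counts were analysed in R (version 4.3.3) with edgeR (version 4.0.16) and limma (version 3.58.1). Genes were kept by filterByExpr with the 2 conditions as groups (a minimum count of 10 and a minimum total of 15), which left 11977 of 23139 genes. TMM factors lay between 0.939 and 1.056. The main comparison used glmQLFit and glmQLFTest with the condition as the only term, Benjamini-Hochberg adjustment over the genes tested, an adjusted p of at most 0.05 and a fold change of at least 1.5. The standard error of a log2 FC is its size divided by the square root of the quasi-likelihood F statistic. Values within pairs are differences of log2 CPM with a prior count of 2. Gene lists were written from general knowledge as lists of well-known members, and were tested with camera at a preset correlation of 0.01, adjusted over 25 lists (22 lists of functions and cell types and 3 of genes drawn in Figure 4A and 4E).

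The genes named are those that the paper names for the RNA sequencing, those of its qPCR and staining, the sphingosine-1-phosphate receptors, of each list up to 3 genes with the smallest adjusted p in each direction, and the 5 DEGs per direction with the smallest p-values that changed the same way in all 3 pairs. Tables 1 to 4 and Figure 4E are summarised by numbers of genes, and not every gene of them is named. This rule, the samples of each condition, the tests, the gene lists and the alternatives were fixed before the data were examined. The asterisks of Figure 4E were read, and the number of DEGs among the genes that carry one was added, after the data were examined. Outside this rule, Ptgs1, the collagen genes, Hprt1, Tbp, Kdm5d, Eif2s3y, Uty, Olig1, Pdgfra and Map2 were chosen after their values were seen.

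Replicates carry the numbers 1 to 3 in both conditions. After centring on the group mean, the correlation over genes of same-numbered libraries was 0.42, 0.545 and 0.611, and that of libraries with different numbers between -0.534 and 0.086. The numbers were therefore taken to pair the libraries, on the evidence of these values and not of a statement in the paper. The main test, which was fixed before, leaves this pairing out. A fit with the replicate number as a block was made as an alternative and gave 4074 DEGs against 3036. A gene without a call in the main test can therefore have one in the paired fit.

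Alternatives were edgeR's RLE normalization, DESeq2 (version 1.42.0) with its own size factors, limma-voom, edgeR's likelihood ratio test, no filter beyond 1 count (17057 genes tested), a mean of at least 1 CPM (10885 genes), the likelihood ratio test with no filter, the replicate block, the replicate block with the likelihood ratio test and no filter, glmTreat against a fold change of 1.5, and each library left out in turn. For gene lists, camera with an estimated correlation, fry, a one-sided Fisher's exact test among up- and downregulated DEGs and lists without the genes that the paper names were added. The RLE and TMM scalings differed by at most 0.016 on the log2 scale in any library, and the median log2 FC of all genes was -0.021 with TMM and -0.018 with RLE and with DESeq2.

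The procedure was tested on simulated counts for 11977 genes with the fitted means, library sizes and dispersions and 200 genes changed by known folds. The quasi-likelihood test recovered 162 of the 200 in the right direction and called 7 unchanged genes, the likelihood ratio test 185 and 37, limma-voom 156 and 9, and DESeq2 190 and 49. Only genes well above the floor were changed, each by at least 4-fold, a size that 719 of the 3036 DEGs reached. Genes were drawn independently and same-numbered libraries were not paired. These numbers therefore describe large changes in simpler data and not the recovery of smaller changes in these libraries.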

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

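Each gene in this part rose with LPS/siponimod in all 3 pairs, passed the DEG thresholds and is not named in the paper. Among the genes that the rule given with the processing names, 39 meet this, and 9 of them are given here, those with the 5 smallest p-values and those with a log2 FC of at least 5, a limit that was set after the values were seen. The tests of explanations given here were also chosen after the results were seen, as were the limits by which they were judged.

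The 5 upregulated DEGs with the smallest p-values were Nr4a3 (log2 FC 6.15, standard error 0.20, quasi-likelihood adjusted p = 0.000527), Ranbp3l (8.03, standard error 0.36, 0.00174), Atf5 (2.83, standard error 0.13, 0.00174), Mthfd2 (2.18, standard error 0.11, 0.00174) and Usp54 (2.95, standard error 0.16, 0.00241). Nr4a3 had 11, 10 and 10 counts in the LPS libraries and 871, 814 and 919 with siponimod, and Ranbp3l 8, 7 and 3 against 1552, 2133 and 1886. All 5 remained DEGs in each of the 6 fits that left out 1 library. As to a chance division of the libraries, 1 of the 10 splits of the 6 libraries into groups of 3, the real one, gave as many as 3036 DEGs. The 9 others gave 0 DEGs, with between 27 and 1332 genes at an unadjusted p under 0.05 against 5234 in the real split. Of the 10 splits, 4 part all 3 pairs, the real one and 3 others with 103, 33 and 27 such genes, and 6 part only 1. With 3 against 3 libraries the share of such splits cannot go under 0.1, so that the share alone does not decide. Each of the 9 others also mixes both conditions in each group. The difference between conditions then counts as spread within groups, and few calls are to be expected. The 0 DEGs of these splits therefore do not show what libraries without an effect would give.

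Ptgs2, the gene of cyclooxygenase 2, had a log2 FC of 5.52 (standard error 0.94, quasi-likelihood adjusted p = 0.0123), with 1430, 1116 and 6935 counts under LPS and 144018, 107198 and 253022 under LPS/siponimod. Its adjusted p ranged from 0.00999 without LPS replicate 3 to 0.0508 without LPS replicate 2. Reads moving from its paralog Ptgs1 would have lowered Ptgs1, which instead had a log2 FC of 0.77 (quasi-likelihood adjusted p = 0.225). Fibroblasts or pericytes would have brought collagen transcripts, of which the largest count in a siponimod library (Col1a1, Col1a2 or Col3a1) was 76, and whose summed mean CPM fell by 1.31 while that of Ptgs2 rose by 3810. An effect of siponimod on Ptgs2 transcription or mRNA stability stays open and was not tested.

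Klf4 had a log2 FC of 5.68 (standard error 0.50, quasi-likelihood adjusted p = 0.00396), from 4.88 ± 3.09 to 250 ± 21.4 CPM. No technical explanation was tested for Klf4 alone.

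Snap25, listed as a neuronal marker, had 0, 1 and 1 counts under LPS and 94, 153 and 81 under LPS/siponimod, at least 31.0-fold higher (quasi-likelihood adjusted p = 0.00539). Neurons in the cultures would have brought other neuronal transcripts. Tubb3, which the LPS libraries hold as well (61, 35 and 239 counts), was higher in all 3 pairs (log2 FC 1.28, quasi-likelihood adjusted p = 0.251). With the replicate block it was a DEG (1.59, 0.0316), and it was left out of this test. Apart from Tubb3, the largest count of another marker of the neuron list in siponimod replicates 1 and 2 was 4, although Snap25 was at 94 and 153 there. Replicate 3 was not part of this test. There Map2 had 162 counts under LPS and 115 under LPS/siponimod, against 1 and 81 for Snap25. Neurons are not excluded as a source in replicate 3, and expression by the microglia stays open as a hypothesis. Dcn, listed as a fibroblast marker, had a log2 FC of 6.28 (standard error 1.18, quasi-likelihood adjusted p = 0.0155; 3, 0 and 4 counts against 456, 49 and 178), while Col1a1 had a log2 FC of -0.89. With single libraries left out the adjusted p of Dcn ranged from 0.0136 to 0.0688.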

How the results depend on the processing

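The number of DEGs moved with the alternatives, and genes and lists without a call changed direction under some of them. None of the 3036 DEGs changed its sign in any of the 16 alternative fits of all genes. The fit with RLE normalization gave 3062 DEGs, DESeq2 3898, limma-voom 3099, the likelihood ratio test 3570, the likelihood ratio test with no filter 3407, no filter 2542, a mean CPM of at least 1 2886, and the replicate block 4074, of which 2994 were shared with the main 3036. More than 1.5 times apart were the replicate block with the likelihood ratio test and no filter (5209 DEGs, 2664 up and 2545 down) and glmTreat (990 DEGs, 693 up and 297 down, a stricter test by construction). Across the 6 fits that each left out 1 library, the total ranged from 651 to 3713, upregulated DEGs from 469 to 1941 and downregulated DEGs from 182 to 1772. The fewest were found without LPS replicate 2 (651), LPS/siponimod replicate 1 (783) and LPS/siponimod replicate 3 (1035), and the most without LPS replicate 3, whose group is more uniform without it; beyond the smaller number of libraries the cause was not tested.

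The 10 genes of Figure 4A were DEGs in the stated direction in all 10 alternatives that kept the 6 libraries, and 9 were without LPS/siponimod replicate 1 and without LPS replicate 2. Of the 68 genes of Tables 1 to 4, 57 were DEGs, 32 under glmTreat, and from 16 to 62 with single libraries left out. Among the Figure 4E cytokines, downregulated DEGs numbered 7, against 12 with DESeq2, 12 with the likelihood ratio test, 13 with the likelihood ratio test and no filter, 11 with the replicate block and 15 with the replicate block, likelihood ratio test and no filter, and from 1 to 9 with single libraries left out. Upregulated ones numbered 5, against 10 with the replicate block, 14 with the block, likelihood ratio test and no filter, and from 1 to 16 with single libraries left out (16 without LPS replicate 3). Of the 20 genes that carry an asterisk in Figure 4E, a count added after the data were examined, 10 were DEGs in the direction shown, against 16 with DESeq2, 16 with the likelihood ratio test, with or without the filter, 18 with the replicate block, likelihood ratio test and no filter, and from 2 to 13 with single libraries left out.

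Camera with an estimated correlation called 0 of the 22 lists, against 13 at the preset correlation and 9 under fry, and 1 list (ATF4 targets) had an unadjusted p under 0.05. Its adjusted p was 0.313 for the unfolded protein response, 0.0827 for ATF4 targets, 0.486 for starvation, 0.478 for autophagy, 0.331 for interferon-stimulated genes, 0.478 for the actin cytoskeleton, 0.313 for endocytosis and 0.313 for oxidative phosphorylation. Of these 8 lists, fry lost only starvation (0.0557). With single libraries left out, the adjusted p of the starvation list ranged from 0.0015 to 0.131 and that of the inflammatory response to LPS from 0.0068 (without LPS replicate 2) to 0.661. Lists without a call changed direction in some settings. These were the inflammatory response to LPS (without LPS replicate 3, as given above), the Figure 4E cytokines with the replicate block (0.817) and in the leave-one-out fits (0.138 to 0.743), alternative activation (0.403 to 0.959 in the leave-one-out fits), the hypoxia response (0.637 by Fisher's exact test, 0.0662 to 0.959 in the leave-one-out fits) and fibroblasts and pericytes (0.712 at a mean CPM of at least 1).

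Of 231 genes followed, 151 were DEGs and 57 of these were DEGs in every alternative. The call was lost for 94 genes in at least 1 leave-one-out fit and for 60 in another alternative, and gained for 34 and 36. The log2 FC of Il1a (-0.55) was 1.19 with limma-voom, 1.36 with the replicate block and 1.36 with the block, likelihood ratio test and no filter, that of Ccl3 (-0.65) was 0.18, 0.24 and 0.23, and that of Gstp1 (-0.09) was 0.13, 0.14 and 0.14. Col1a2 (0.26) was at -0.06 with limma-voom. With single libraries left out it ranged from -1.07 to 2.90 for Il1a, from -1.08 to 1.30 for Ccl3, from -1.02 to 0.81 for Ccl4, from -1.37 to 0.26 for Tnf, from -0.34 to 2.56 for Il6, from -0.10 to 1.57 for Ccl2 and from -0.01 to 1.54 for Ccl24. For each of these genes except Ccl24 the highest value came from the fit without LPS replicate 3. The log2 FC of list members near 0 or with few counts changed sign as well, from -1.72 to 0.26 for Aldh1l1, from -0.25 to 0.69 for Col1a2, from -5.11 to 1.27 for Cspg4, from -0.42 to 0.65 for Gstp1 and from -0.20 to 0.39 for Tagln. For these reversals the cause was not tested.

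The replicate block gained calls beyond those named at the claims for Ccl20 (log2 FC 3.14, adjusted p = 0.00868), Cxcl3 (3.71, 0.0125), Cxcl6 (2.62, 0.0236), Il7 (-1.23, 0.0376), Kdm3a (0.70, 0.0392), Lif (2.69, 0.013), Ndrg1 (1.36, 0.0314), Nos2 (2.04, 0.0268), S1pr2 (-0.79, 0.0462), Tnfsf10 (-3.13, 0.00907), Tnfsf12 (1.64, 0.0235), Tnfsf4 (-3.43, 0.0312) and Tubb3 (1.59, 0.0316), lost that of Sall1 (0.93, 0.0553) and, with the genes of Tables 1 to 4 and Tnfaip3, changed no other call among the genes named in the text. It changed no call of a claim's gene list. Depth limits the genes near the floor, among them Ifnb1, S1pr3 and S1pr5.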

Differences from the paper's values

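The adjusted p-values by edgeR's quasi-likelihood test are larger than the paper's, although the log2 FCs of the 68 genes of Tables 1 to 4 are within 0.04 of the printed ones. The paper's adjusted p is 9.69e-34 for Cxcl11 and 4.58e-24 for Cd38, against 0.00636 and 0.0107 by edgeR's quasi-likelihood test. The lower median of the adjusted p over the 68 genes is 2.27e-07 in the paper's tables and 0.0183 here. Under none of the alternatives set before the data were examined did any of these 3 values come within 1.5 times of the paper's, on either side. With DESeq2 the 3 values were 1.21e-19, 6.48e-11 and 1.08e-05, with the likelihood ratio test 3.3e-15, 2.62e-08 and 5.92e-05, and with the replicate block, likelihood ratio test and no filter 1.02e-16, 1e-35 and 4.81e-09, of which the last 2 are smaller than the paper's.

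The numbers of DEGs, 3036 against the paper's 3425, 1633 against 1658 upregulated and 1403 against 1767 downregulated, are within 1.5 times of each other. The nearest total was 3407, with the likelihood ratio test and no filter.

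The paper names Clec5a, Fst, Cd9, Clec4d, Cdkn1c and Cd34 as the most significant upregulated genes and Cxcl11, Angptl4, Cd38 and Fscn1 as the most significant downregulated ones. By p-value these genes ranked from 8 (Clec4d) to 125 (Cdkn1c) and from 11 (Cxcl11) to 197 (Fscn1) here, and with the likelihood ratio test from 3 (Clec4d) to 70 (Cdkn1c) and from 3 (Cxcl11) to 42 (Fscn1). Nr4a3 and Plac8 ranked first in the main setting. The text announces fewer genes per table than the 25 that each of Tables 1 to 4 prints.

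Tables 1 to 4 give 11 genes as significant that were not DEGs here, with adjusted p-values from 0.0507 to 0.0961. The likelihood ratio test, with or without the filter, called all 68. DESeq2, the replicate block and the replicate block with the likelihood ratio test and no filter called each of the 11 except Lta. Cd81 and Coro1a were called with RLE normalization, and these and Cd180, Clec4a1 and Clec4a3 with limma-voom. The fit without LPS replicate 3 called Cd81, Clec4a1, Clec4a3, Cmklr1, Il16, Il21r and P2ry12, and the fit without LPS/siponimod replicate 2 called Cd180, Cd81, Clec4a1, Clec4a3, Coro1a, Il16 and Ly86. Of the 20 genes with an asterisk in Figure 4E, Lta, Il16, Tnfsf10, Cx3cl1, Tnfsf4, Il10, Il18, Tnfsf12, Lif and Ifnb1 were not DEGs here. Il16, Il18, Tnfsf10 and Tnfsf4 were called with DESeq2, with the likelihood ratio test with or without the filter and with the replicate block, likelihood ratio test and no filter. Tnfsf12 was called in the same settings apart from the likelihood ratio test with no filter, and Il10 with DESeq2 and with the replicate block, likelihood ratio test and no filter. Lta was called by the likelihood ratio test with or without the filter, Ifnb1 in the 3 settings with no filter, and Lif in both settings with the replicate block and without LPS replicate 3. The replicate block alone also called Il16, Tnfsf10, Tnfsf12 and Tnfsf4, limma-voom Tnfsf4, the fit without LPS replicate 3 Il16 and Tnfsf10, and the fit without LPS/siponimod replicate 2 Il10, Il16, Il18 and Tnfsf4. Cx3cl1 was called in none of the settings run. Csf1 (log2 FC 3.72, adjusted p = 0.0105) and Cxcl9 (-1.49, 0.027), which carry no asterisk, were DEGs. The paper states that most cytokines were lower, with reference to Figure 4E, which draws 66 genes. Of its 20 asterisks, 14 mark genes shown as lower and 6 genes shown as higher. Of the 45 genes tested here 26 were lower, and 22 of the 45 in the fit without LPS replicate 3. These last counts take the sign of each gene, whether or not it was a DEG, and are not the same measure.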

Other observations

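All tests of explanations in this part, and the limits by which they were judged, were chosen after the result was seen, except the removal of ATF4 targets from the unfolded protein response list, which was set before its result was known.

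In the library of LPS replicate 3 many acute cytokine genes were far above LPS replicates 1 and 2. Il1a was 30.6-fold, Csf3 52.3-fold, Lta 39-fold, Cxcl1 18.2-fold, Il6 13.8-fold, Ccl3 9.53-fold, Tnf 4.93-fold and Il1b 4.01-fold above the mean of the other LPS libraries, whereas Il16 was at 0.0775 and Tnfsf10 at 0.16 of it. In LPS/siponimod replicate 3 the same ratio was 2.09 for Il1a, and for the raised genes named here it ranged from 0.997 (Tnf) to 3.62 (Csf3). Il16 (0.186) and Tnfsf10 (0.136) were low in that library as well. The tables argue against a swap of the labels within replicate 3, since of 2318 DEGs called from replicates 1 and 2 alone 2286 were among the genes tested over all 6 libraries, and 96.0% of these moved the same way in pair 3. Oligodendrocyte lineage cells, astrocytes or neurons in the library stay open as a source. The marker transcripts of these cells rose by 252 CPM in all, 1.04% of the rise of the Figure 4E cytokine transcripts (24300 CPM), and 180 of the 252 CPM are Myrf, which every library here holds, but how much cytokine transcript such cells would bring is not known from these libraries. A difference in the stage or strength of the LPS response of that culture, or cells of a type for which no list was written, stays open as well and was not tested.

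Replicate 3 did hold transcripts of other brain cells that replicates 1 and 2 lack. Olig1 had 515 and 17 counts in LPS and LPS/siponimod replicate 3 against 1 to 5 in the other libraries, Pdgfra 284 and 81 against 1 to 5, and Map2 162 and 115 against 0 to 3. Of 32 markers of the oligodendrocyte lineage, astrocyte and neuron lists with at least 10 counts in some library, 23 were highest in replicate 3 in both groups, where 3.56 would be by chance if markers were independent. A small number of such cells in the cultures of replicate 3, which were prepared from cortices, would give this pattern, as a hypothesis. The paper purified its microglia with magnetic beads and reports that on average nearly all cells were Iba1-positive. This does not exclude a few other cells in 1 replicate. Not all listed genes were highest in replicate 3 in both groups. Mbp, which encodes myelin basic protein, had 84 counts in LPS replicate 3 against 149 and 161 in LPS replicates 1 and 2, but 652 in LPS/siponimod replicate 3 against 470 and 397. Cnp had 5357, 5030 and 4195 counts in LPS replicates 1, 2 and 3 and 1756, 2566 and 1533 in the LPS/siponimod replicates.

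The same-numbered libraries may come from the same animals. The summed CPM of the genes Kdm5d, Eif2s3y and Uty, which are known as Y-linked, was 85.4, 43.7 and 69.9 in LPS replicates 1, 2 and 3. The largest ratio within a number was 1.09, and the smallest between numbers of a group was 1.17. The paper's text does not state a pairing.

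Nos2 encodes iNOS, whose protein the paper reports as reduced by siponimod in stained cells. In the sequenced cells the Nos2 transcript was higher with LPS/siponimod in all 3 pairs, with 55206, 14701 and 108324 counts under LPS and 298832, 141173 and 228443 under LPS/siponimod (log2 FC 1.66, standard error 0.71, quasi-likelihood adjusted p = 0.124). With the replicate block the log2 FC was 2.04 (adjusted p = 0.0268), and over the alternatives that left out 1 library the adjusted p ranged from 0.0474 to 0.30. Protein and transcript were measured in different cultures, and the time of RNA harvest is not stated separately for the sequencing.

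The paper reports Tnf and Il1b as reduced by siponimod in qPCR after 1 day and, as secreted protein, after 3 days. For these 2 transcripts the libraries, whose time of harvest is not stated separately, gave no DEG. Tnf counts were 2783, 5994 and 21114 under LPS and 4083, 8390 and 5638 under LPS/siponimod (log2 FC -0.95, standard error 0.74, quasi-likelihood adjusted p = 0.358), lower in 1 of 3 pairs. Il1b had 51576, 53699 and 207703 against 48401, 54252 and 72773 (log2 FC -1.05, standard error 0.61, quasi-likelihood adjusted p = 0.229). Relative to library size it was lower in all 3 pairs, and its log2 FC was -0.05 without LPS replicate 3. Il10 was lower in all 3 pairs (log2 FC -1.58, standard error 0.67, quasi-likelihood adjusted p = 0.12). Gapdh, the reference gene of that qPCR, had a log2 FC of -0.50 (standard error 0.20, quasi-likelihood adjusted p = 0.099), and Hprt1 and Tbp, which the paper also considered, -1.44 (standard error 0.28, 0.0169) and 0.22 (standard error 0.13, 0.257). Aif1, which encodes the Iba1 protein used to stain microglia, had a log2 FC of -1.88 (standard error 0.40, quasi-likelihood adjusted p = 0.0212; up to 0.0982 with single libraries left out).

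Of the receptors that siponimod binds, S1pr1 was counted at 3.22 ± 2.37 CPM under LPS and 20.3 ± 6.27 CPM under LPS/siponimod (log2 FC 2.65, standard error 0.58, quasi-likelihood adjusted p = 0.0223; up to 0.0975 with single libraries left out). S1pr5 had 6, 6 and 1 counts under LPS and 4, 0 and 2 under LPS/siponimod, too few to test. S1pr2 was the most abundant receptor under LPS (45.1 ± 25.2 CPM; log2 FC -0.90, standard error 0.57, quasi-likelihood adjusted p = 0.27). S1pr4 had 1, 0 and 2 counts against 12, 15 and 23 (at least 4.82-fold higher), and S1pr3 between 1 and 13. The S1P signalling list as a whole gave a camera adjusted p of 0.304.

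Transcripts of the 13 mitochondrially encoded genes made up 1.54%, 1.39% and 1.41% of the counts under LPS and 0.313%, 0.61% and 0.568% under LPS/siponimod. All 13 were lower in all 3 pairs, with a median log2 FC of -2.80, and 12 were DEGs. The tables argue against a few abundant genes taking the counts, since the share of the 10 most abundant genes rose by at most 2.2 percentage points within a pair. A response of mitochondrial transcripts to siponimod stays open as a hypothesis; nuclear genes of oxidative phosphorylation were lower as well. The polyA selection of the libraries and the state of the cells at harvest were not tested as explanations.

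A further hypothesis was that the rise of the unfolded protein response list rests on the 3 members that the ATF4 target list also holds (median log2 FC 3.56). Without them, 34 genes with a median log2 FC of 0.66 remained, 13 upregulated and 1 downregulated DEGs, and camera gave an unadjusted p of 4.45e-07, which argues against this hypothesis for the list as written. Further members act in the same pathway without being in that list.

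The other lists gave these camera adjusted p-values. Homeostatic microglia genes were lower (median log2 FC -1.29, 0.000836; 0.0557 under fry) and NRF2 targets higher (0.30, 0.00836), each past 0.05 in all 6 fits that left out 1 library. Cell cycle genes were lower (-0.71, 0.0194, and 0.241 under fry). They were not past 0.05 without LPS/siponimod replicate 2 (0.114), without LPS replicate 3 (0.381) or by Fisher's exact test (0.119). Genes of disease-associated microglia were higher (0.15, 0.0438, and 0.0685 under fry), with 0.00475 to 0.286 in the fits that left out 1 library. This list had 0.186 with limma-voom, 0.061 at a mean CPM of at least 1 and 0.327 by Fisher's exact test. Without the genes that the paper names it had 0.0617. It passed 0.05 with RLE normalization (0.043), the replicate block (0.00915) and no filter (0.0125). The lysosome list (0.0859; 0.267 under fry) passed 0.05 without LPS replicate 1 (0.00458), without LPS/siponimod replicate 3 (0.0263), with no filter (0.048) and without the genes that the paper names (0.0461), and had 0.661 without LPS replicate 3. The neuron list had 0.0351 with 2 genes tested, 0.0054 under fry and 0.0175 with the replicate block. It had 0.526 with no filter (14 genes) and 0.122 at a mean CPM of at least 1 (3 genes). On the same 2 genes it had 0.0834 with limma-voom, 0.313 with an estimated correlation and 0.637 by Fisher's exact test. In the fits that left out 1 library it had 0.0224 to 0.621. Its call therefore depends on which members are tested and on the test. Cholesterol biosynthesis (0.595), hypoxia response (0.611), astrocytes (0.537), oligodendrocyte lineage (0.466) and fibroblasts and pericytes (0.412) were not past 0.05, nor were they in any alternative that was run. The lists of the Figure 4A genes, which the paper picked from these libraries, had 7.97e-14 (up) and 9.05e-06 (down).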
